# The MicroRNA-23b/27b/24 Cluster Facilitates Colon Cancer Cell Migration by Targeting FOXP2

**DOI:** 10.3390/cancers12010174

**Published:** 2020-01-10

**Authors:** Kensei Nishida, Yuki Kuwano, Kazuhito Rokutan

**Keywords:** cell migration, *miR-23b/27b/24* cluster, *C9orf3*, FOXP2

## Abstract

Acquisition of cell migration capacity is an early and essential process in cancer development. The aim of this study was to identify microRNA gene expression networks that induced high migration capacity. Using colon cancer HCT116 cells subcloned by transwell-based migrated cell selection, microRNA array analysis was performed to examine the microRNA expression profile. Promoter activity and microRNA targets were assessed with luciferase reporters. Cell migration capacity was assessed by either the transwell or scratch assay. In isolated subpopulations with high migration capacity, the expression levels of the *miR-23b/27b/24* cluster increased in accordance with the increased expression of the short *C9orf3* transcript, a host gene of the *miR-23b/27b/24* cluster. E2F1-binding sequences were involved in the basic transcription activity of the short *C9orf3* expression, and E2F1-small-interfering (si)RNA treatment reduced the expression of both the *C9orf3* and *miR-23b/27b/24* clusters. Overexpression experiments showed that *miR-23b* and *miR-27b* promoted cell migration, but the opposite effect was observed with *miR-24*. Forkhead box P2 (FOXP2) mRNA and protein levels were reduced by both/either *miR-23b* and *miR-27b*. Furthermore, FOXP2 siRNA treatment significantly promoted cell migration. Our findings demonstrated a novel role of the *miR-23b/27b/24* cluster in cell migration through targeting FOXP2, with potential implications for the development of microRNA-based therapy targeted at inhibiting cancer migration.

## 1. Introduction

Cell migration plays a pivotal role in epithelial–mesenchymal transition (EMT), invasion, or metastasis in various types of tumors. Tumors can adapt to microenvironments, resulting in heterogeneous subpopulations with distinct properties of proliferation, migration, invasion, or sensitivity to therapies. As a consequence of cellular adaptation, some tumor cells lose their epithelial characteristics, gain mesenchymal properties, and aggressively migrate to the non-tumorigenic extracellular matrix, and are described as EMT. Cell migration is an essential property of EMT and can be a therapeutic target for inhibiting metastatic progression [1].

MicroRNAs (miRNAs) are small non-coding RNAs (containing 21–22 nucleotides), which promote either mRNA degradation or block their translation through binding to partially complementary sequences of their target mRNAs. A single miRNA has more than 100 target mRNAs, and post-transcriptionally regulates their expression profiles. Therefore, altered expression patterns of even a small number of miRNAs could influence cell phenotype, including tumorigenesis and malignant transformation, through regulation of a wide range of biological processes [2,3]. A miRNA cluster is a set of more than two miRNAs produced from a single primary transcript. miRNAs belonging to clusters coordinately regulate multiple processes through targeting functionally related proteins [4,5,6,7]. The *miR-23b/27b/24* cluster is composed of three miRNA genes located within an intron of *C9orf3* gene on human chromosome 9q22.32. 

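In the RefSeq annotation of assembly GRCh38.p14, C9orf3 is listed under its current symbol AOPEP on chromosome 9, and 6 miRNA genes lie within it. MIR23B, MIR27B, MIR3074 and MIR24-1 are the last 4 of them by start position, in this order. The annotated precursors of MIR23B and MIR27B are 97 bp each, and that of MIR24-1 is 68 bp. The paralogs MIR23A, MIR27A and MIR24-2 lie on chromosome 19. The scanner files name another genome build, so no positions are given here.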

Although previous studies have investigated the roles of *miR-23b/27b/24* miRNAs in tumor progression, conflicting functions of *miR-23b/27b/24* miRNAs have been reported during tumor development and metastatic progression [8,9]. Inhibition of *miR-23b* has been shown to decrease proliferation, migration, and invasion in nasopharyngeal carcinoma by directly targeting E-cadherin [10]. Down-regulation of *miR-27b* inhibits cell growth and invasion in cervical cancer cells [11]. Both *miR-23b* and *miR-27b* cooperatively regulate Nischarin expression, resulting in the promotion of tumorigenic properties in breast cancer cells [12]. Conversely, several studies reported that either *miR-23b* or *miR-27b* acts as a tumor suppressor in breast and colorectal cancers [8,9]. Most research on *miR-23b/27b/24* miRNAs has focused on the roles of individual miRNAs in regulating specific target genes. However, potential coordinated effects of the *miR-23b/27b/24* cluster on tumor progression are not fully understood. Furthermore, based on the knowledge of intronic miRNAs biogenesis, the pri-miR-23b/27b/24 cluster could be transcribed as part of the transcript of the host gene, *C9orf3*. The precise mechanism of regulation of the *miR-23b/27b/24* cluster expression has not been investigated.

In this study, using a subpopulation with high migration capacity isolated from HCT116 cells using transwell apparatus [13], we sought to identify the *miR-23b/27b/24* cluster, whose expression was upregulated in a subpopulation with cell migration capacity. The promoter assay of *C9orf3*, the host gene of the *miR-23b/27b/24* cluster, revealed that E2F1 was involved in the regulation of the basic transcription activity of the short *C9orf3* transcript. Furthermore, we identified forkhead box P2 (FOXP2) as a novel target for both *miR-23b* and *miR-27b*. The *miR-23b/27b/24* cluster may promote, at least in part, cell migration by regulating FOXP2 expression.

## 2. Results

### 2.1. Identification of miRNAs Responsible for the High Migration Capacity

We have previously succeeded in isolating a subpopulation with accelerated baseline motility (migrated cells [MG] cells) and an immotile one (non-MG cells) from a colon cancer cell line (HCT116 p53 wild type) [13]. The MG cell subpopulation was composed of EMT intermediates with high expression levels of EMT marker genes *ZEB1* and *VIM* [13]. In addition, MG cells expressed surface markers of colorectal cancer stem cells (*ALDH1A1*, *CD24*, *POU5F1*, *SOX2*, and *SOX9*) to a greater degree compared with non-MG cells [14] (Figure S1). Using these subpopulation cells, we investigated novel regulatory miRNAs involved in cell migration. To identify miRNAs differentially expressed in the MG cells, we prepared total RNA samples from the MG and the non-MG cells, respectively. These samples were subjected to miRNA microarray analysis, and miRNA expression profiles were compared between MG and non-MG cells. 

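The deposited data were 4 arrays, 2 of MG cells and 2 of non-MG cells, both taken from the colon cancer line HCT116. RNA was labelled with a single dye and hybridised to an Agilent human miRNA array, which was read with the Feature Extraction software. Each array had 15739 spots, of which 15024 measured 939 miRNAs through 2689 probes. Of these miRNAs, 851 were human and 88 were viral. The share of miRNA spots well above background was 11.1% and 9.62% on the non-MG arrays and 10.5% and 8.71% on the MG arrays, and no spot was saturated. With 2 arrays in each group, the number of arrays limits the precision of every value. All 4 arrays lay on 1 slide and were scanned together. The non-MG arrays lay in slide row 1 and the MG arrays in slide row 2, so slide row and group cannot be told apart. The signal of a miRNA was taken as the sum of the background-subtracted signals of its probes above 3 times their error, which equals the authors' table of values for all 142 miRNAs detected on any array, within 0.05%. The total that the scanner files give per miRNA was not used, because for 48 of the 142 miRNAs it was above this sum on at least 1 array. Signals were scaled to the 75th percentile of the 116 miRNAs detected on all 4 arrays, set to at least 1 and converted to log2. The paper's text names GeneSpring but no normalization. Scaled signals of the 57 human miRNAs analysed further had a Pearson correlation across miRNAs of 0.991 between the non-MG arrays and 0.990 between the MG arrays, against 0.959 to 0.969 between arrays of different groups.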

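The scanner software flags a miRNA as detected when at least 1 of its probes stands above its error. This flag was raised for 134 and 123 miRNAs on the non-MG arrays and for 135 and 118 miRNAs on the MG arrays. In all, 142 miRNAs were detected on at least 1 array, and 116 on all 4 arrays. Detection on both arrays of at least 1 group held for 124 miRNAs, of which 123 were human. Of the 851 human miRNAs, 16.3% were detected on at least 1 array, compared with 3.41% of the 88 viral miRNAs.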

Of the 939 probes, 124 probes were passed over the threshold of the “Flag at Present.” Followed by further filtering of the raw signal intensity of 50 in at least one sample, 56 human miRNAs remained. 

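Among the human miRNAs, 57 were detected and had an unscaled signal of at least 50 on at least 1 array, and all 57 were detected on all 4 arrays. A minimum of 20 on at least 1 array left 91 human miRNAs, and a minimum of 100 left 44.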

Using the mean expression change of 1.5-fold criterion, we identified four miRNAs (*miR-10a*, *miR-23b*, *miR-27b*, and *miR-1274b*) differentially expressed between MG and non-MG cells (Table 1). 

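Scaled signals of miR-23b, listed as hsa-miR-23b-3p, were 117 ± 5.65 (SD, n = 2) in MG cells and 48.2 ± 3.23 (SD, n = 2) in non-MG cells, a fold change of 2.43. For miR-10a, listed as hsa-miR-10a-5p, the signals were 70.4 ± 2.57 (SD, n = 2) in MG cells and 35.7 ± 3.35 (SD, n = 2) in non-MG cells, a fold change of 1.97. For miR-27b, listed as hsa-miR-27b-3p, they were 81.6 ± 2.81 (SD, n = 2) and 48.1 ± 8.87 (SD, n = 2), a fold change of 1.71. For miR-1274b they were 177 ± 26.3 (SD, n = 2) and 125 ± 2.08 (SD, n = 2), a fold change of 1.41, which lies below the criterion of 1.5-fold. In all 4 miRNAs, both MG arrays lay above both non-MG arrays. Another miRNA past the criterion was miR-20b, which was lower in MG cells with a fold change of 0.580. Its signals were 32.2 ± 0.860 (SD, n = 2) in MG cells and 56.5 ± 14.5 (SD, n = 2) in non-MG cells, and 8 of its 16 spots were well above background on each array. The alternative that moved the fold changes of miR-23b, miR-10a and miR-27b most was normexp background correction with an offset of 50. Under it only miR-23b passed the criterion, with a fold change of 1.54. The offset is added to every spot and draws the fold changes of dim miRNAs toward 1. These values therefore do not show the effect of background correction alone. Without non-MG replicate 1, miR-27b had a fold change of 1.4995 and fell below the criterion. Without non-MG replicate 2, miR-20b had a fold change of 0.696 and no longer passed it. Without MG replicate 2, miR-1274b passed it with 1.56.
A two-sided limma test over the 57 miRNAs, with Benjamini-Hochberg adjustment, gave an adjusted p of 4.6e-12 for miR-23b, 6.0e-08 for miR-10a, 1.7e-05 for miR-27b, 0.0125 for miR-1274b and 1.5e-05 for miR-20b. It called 14 miRNAs, 6 higher and 8 lower in MG cells. The call of miR-27b was lost without non-MG replicate 1 and that of miR-20b without non-MG replicate 2. That of miR-1274b was lost without either non-MG replicate and without MG replicate 1. Without either non-MG replicate, limma's prior degrees of freedom also fell from infinite to 4.07. A lost call there need not come from the fold change, which for miR-1274b was 1.42 without non-MG replicate 1. In the fit on all 4 arrays limma gave all 57 miRNAs the same spread, so its p-values rest on that pooled spread rather than on the arrays of each miRNA. The paper describes 1 series of selection rounds that gave 1 MG and 1 non-MG population, and names no repeat of it. The p-values therefore do not measure how far separate selections would differ. The unpaired test that the figure legends name for other experiments called 0 miRNAs on the same values after Benjamini-Hochberg adjustment and 7 at an unadjusted p under 0.05. By permutation alone, 2 arrays against 2 cannot reach 0.05, since the smallest two-sided p is 2 of 6 arrangements. From the mean changes the paper identifies 4 miRNAs as differentially expressed between MG and non-MG cells.

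**Figure D1:**
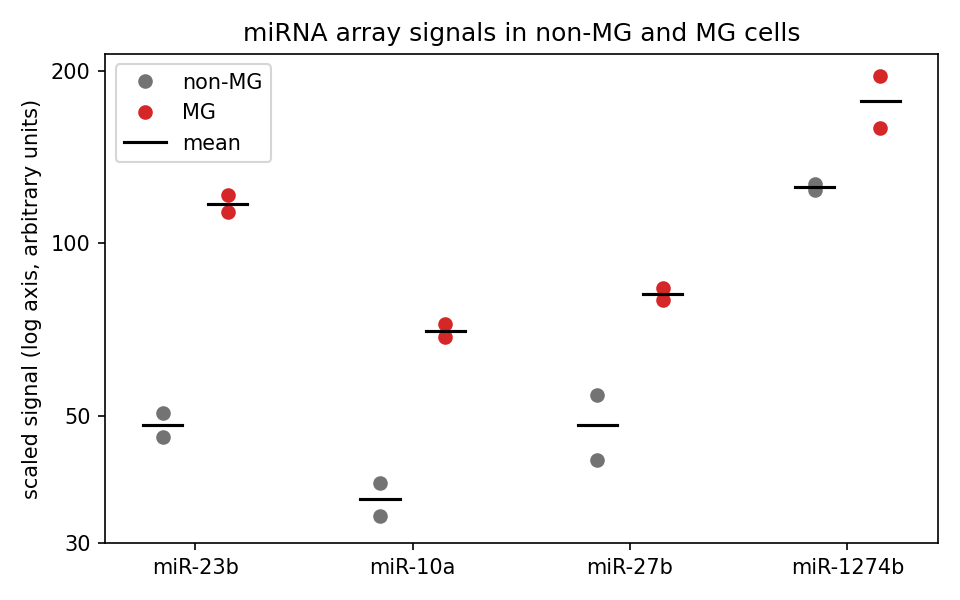
Scaled array signals (arbitrary units, log axis) of miR-23b, miR-10a, miR-27b and miR-1274b. Each point is 1 array, with 2 non-MG arrays in grey and 2 MG arrays in red, and black lines are the means. The MG arrays of miR-23b lie at 121 and 113, above the non-MG arrays at 50.5 and 45.9.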

Because *miR-1274b* is defined as a dead entry on the miRBase (Release 21), *miR-1274b* was excluded from further analysis. We validated the miRNA expression of *miR-10a*, *miR-23b*, and *miR-27b*. *miR-23b* and *miR-27b* belong to the same miR-cluster, which contains *miR-23b*, *miR-27b*, and *miR-24*. Therefore, we also measured *miR-24* expression levels besides *miR-23b* and *miR-27b*. The amounts of *miR-23b*, *miR-27b*, and *miR-24* in MG cells were significantly higher than those in non-MG cells (Figure 1A). However, we could not detect the sufficient expression of *miR-10a* in both the MG and non-MG cells.

### 2.2. Transcription of Short C9orf3 Isoforms in the MG Cells

The *miR-23b/27b/24* cluster is located at intron 14 of *C9orf3* transcript (ENST00000297979). Because the expression levels of all three members of the *miR-23b/27b/24* cluster were upregulated in MG cells, we investigated changes in the gene expression of a host gene of the *miR-23b/27b/24* cluster, *C9orf3*. Using five primer sets designed for amplification of different segments of the *C9orf3* transcript, we measured *C9orf3* expression levels by real-time reverse transcription polymerase chain reaction (RT-qPCR). Although both MG and non-MG cells expressed similar amounts of amplified products containing exon 1 to 2 or exon 3 to 4 of *C9orf3* mRNA, amounts of amplified products containing exon 10 to 12, exon 13 to 15, or exon 14 to 15 of *C9orf3* mRNA were significantly increased about 3-fold in the MG cells (Figure 1B). Furthermore, we evaluated the clinical relevance of gene expression differences within the *C9orf3* gene. As shown in Figure 1C,D, although the expression levels of *C9orf3* exons 1 to 4 were similar irrespective of the presence or absence of lymphatic invasion in colorectal adenocarcinoma, those of *C9orf3* exons 12 and 13 were significantly upregulated in samples with lymphatic invasion. Furthermore, patients with high expression levels of *C9orf3* exons 12 and 13 exhibited a lower overall survival than patients with lower expression levels. In contrast, the expression levels of *C9orf3* exons 1 to 4 did not affect overall survival (Figure 1E,F). These data suggest that the mRNA levels of the latter part of *C9orf3* are associated with cell migration or invasion and lead to poor prognosis. The discrepancy in exon expression levels in *C9orf3* is consistent with the presence of short *C9orf3* transcripts (containing exons 10–15) in MG cells. To confirm this hypothesis, we employed 5′-rapid amplification of cDNA end (RACE) analysis using primers of *C9orf3* exon 14 as detailed in Figure S2. Eighteen clones were isolated and sequenced by the Sanger method, and we identified two novel transcriptional start sites (TSSs), TSS1, and TSS2. Of 18 clones, 13 clones corresponded to TSS2 sequence, suggesting that TSS2 was preferentially used as the first exon in MG cells (Figure S2A,B). Indeed, TSS2 expression levels were three times higher than those of TSS1, detected by absolute quantification of gene expression using RT-qPCR (Figure S2C). Therefore, we focused on TSS2-containing short *C9orf3* transcript in further analyses.

### 2.3. Regulation of Short C9orf3 Expression

#### 2.3.1. Effect of DNA Methylation on C9orf3 and *miR-23b/27b/24* Expression

Hovestadt et al. performed a comprehensive assessment of the correlation between DNA methylation and gene expression; they predicted the presence of a short *C9orf3* transcript in WNT-pathway activated medulloblastoma [15]. They also showed that the expression of either *C9orf3* or individual miRNAs of the *miR-23b/27b/24* cluster is negatively correlated with CpG island methylation. To evaluate the effect of DNA methylation on the expression of individual miRNAs of the *miR-23b/27b/24* cluster, we measured these expression levels after 48 h treatment with 5-azacytidine (5-aza), a DNA methyltransferase inhibitor. The levels of each microRNA of the miR-*23b/27b/24* cluster were rather decreased in the non-MG cells. Additionally, the mRNA expression of TSS1 and TSS2 in short *C9orf3* was not affected by 5-aza treatment. These data suggested that DNA methylation was neither involved in the transcriptional regulation of short *C9orf3* mRNA nor *miR-23b/27b/24* miRNA expression in our isolated HCT116 cell lines (Figure S3).

#### 2.3.2. Promoter Array of Short *C9orf3* Transcript

Next, we investigated the mechanism underlying the transcriptional regulation of the TSS2-containing short *C9orf3* transcript. To determine the minimal promoter region of the short *C9orf3* transcript, we generated a luciferase reporter vector having the 5′-flank of the short *C9orf3* from −825 to +77 bp, and then serially truncated the fragments that were constructed. As shown in Figure 2A, the basal promoter activity was found to reside in −95 to +77 bp fragment sequence. Potential transcription factor binding sites within the −95 to +1 bp in the short *C9orf3* promoter were predicted using ALGGEN PROMO version 3.0.2 [16,17]. The region was a GC-rich sequence (86% GC), and a number of E2F1 binding sites (13 sites) were top-ranked (Figure 2B). Increased E2F1 expression has been reported to be associated with cell migration and tumor development [18,19,20]. Indeed, MG cells expressed E2F1 mRNA and protein to a much greater degree compared with non-MG cells (Figure 2C,D). To reveal whether E2F1 interacted with the promoter region in vivo, chromatin immunoprecipitation (ChIP) assay was employed. Cross-linked chromatin from both the MG cells and non-MG cells was immunoprecipitated using anti-E2F1 antibody or normal rabbit IgG. We designed PCR primers to amplify the section of the promoter region of *C9orf3* (−95 to +198 bp), which contained putative E2F1-binding sequences. As a negative control for the ChIP assay of E2F1, we designed a primer set for the *C9orf3* promoter region (−1033 to −902 bp), where E2F1-binding sequence does not exist. The PCR products of E2F1-immunoprecipitated chromatin were amplified with a primer set of the promoter region of *C9orf3* (−95 to +198 bp), only in the MG cells (Figure 2E). Thus, ChIP assay suggested the preferential binding of E2F1 to the short *C9orf3* promoter region in the MG cells.

### 2.4. Effects of E2F1 on C9orf3 and miR-23b/27b/24 Expression

The results of the promoter assay of *C9orf3* and ChIP with anti-E2F1 antibody suggested E2F1 as a potent transcriptional activator of the short *C9orf3* transcript. We measured *C9orf3* mRNA and *miR-23b/27/24* miRNA expression in the MG cells when treated with two small-interfering (si)RNAs, targeting different sites of E2F1 over 48 h. These siRNAs effectively reduced E2F1 protein levels (Figure 3A). Both *C9orf3* mRNA levels and miR-23b/27b/24 miRNAs were significantly decreased in these cells (Figure 3B,C). However, the additional inhibitory effect of E2F1 knockdown on miR-23b/27b/24 expression was not observed in non-MG cells expressing E2F1 at relatively low levels (Figure S4).

### 2.5. Effects of the miR-23b/27b/24 Cluster on Cell Migration

#### 2.5.1. Effect of *miR-23b*, *miR-27b*, and *miR-24* on Cell Migration

Previous studies showed the pleiotropic functions of each miRNA member of the *miR-23b/27b/24* cluster in cancer. They can function as oncogenes or tumor suppressors depending on the context. To reveal the effects of *miR-23b/27b/24* cluster on cell migration, we assessed the cell migratory capacity using transwell assay. As shown in Figure 4A and Figure S5A overexpression treatment with mixed miRNAs of *miR-23b*, *miR-27b*, and *miR-24* in both non-MG cells and MG cells enhanced the cell migration capability. Consistent with this effect, inhibitory treatment with mixed miRNA inhibitors of *miR-23b*, *miR-27b*, and *miR-24* in MG cells, but not in non-MG cells, significantly reduced the cell migration capability (Figure 4B and Figure S5B). Furthermore, we obtained similar effects of *miR-23b*, *miR-27b*, and *miR-24* during migration in other colon cancer cells; DLD1, RKO, and HT-29 cells (Figure 4C–E).

#### 2.5.2. Effect of a Single MicroRNA on Cell Migration

We also confirmed that for the effects of individual miRNAs of *miR-23b/27b/24* cluster on cell migration, transwell (Figure 5A) and scratch assays (Figure 5B) were employed. As shown in Figure 5A, mimics *miR-23b* and *miR-27b* enhanced cell migration, whereas *miR-24* attenuated the cell migratory capability. We employed combinational transfections mimicking *miR-23b*, *miR-27b*, and/or *miR-24*. As shown in Figure 4 and Figure 5B, all three mimicking miRNA (*miR-23b/27b/24*) treatment modalities and the combinational treatment of the mimic *miR-23b* and/or *miR-27b* significantly enhanced cell migration. However, a single treatment of mimic *miR-24* rather inhibited the cell migration; suggesting that *miR-23b* and *miR-27b*, but not *miR-24*, may be involved in cell migration capacity (Figure 5A,B).

### 2.6. Identification of Common Target mRNAs of miR-23b and miR-27b

Because *miR-23b* and *miR-27b* promoted cell migration capacity, we searched for the possible target mRNAs for these two miRNAs using miRDB. It is known that members of the cluster miRNAs often synergistically regulate the same target mRNA. We therefore focused on mRNAs with putative target sites for both *miR-23b* and *miR-27b*. Based on miRDB, we picked up 193 and 152 genes as *miR-23b* and *miR-27b* targets, respectively. Among these genes, we selected eight candidate genes: *CLCN3*, *KCNK2*, *FOXP2*, *PKIA*, *SEC24A*, *TRIL*, *ZDHHC17*, and *ZBTB34* (Figure 6A). Validation of the expression of these mRNAs in the non-MG and MG cells by qRT-PCR showed that *FOXP2* and *ZDHHC17* mRNA expression was significantly downregulated in the MG cells, suggesting that these mRNAs were possible mRNA targets of *miR-23b* and *miR-27b* (Figure 6B). It has been reported that FOXP2 is associated with the development of several types of cancers [21,22,23]. FOXP2 protein levels were significantly reduced in the MG cells compared with those in the non-MG cells (Figure 6C). The overexpression of mimic *miR-23b* and/or *miR-27b* decreased *FOXP2* mRNA and protein levels (Figure 6D,E), suggesting that *miR-23b* and *miR-27b* may regulate FOXP2 expression.

### 2.7. miR-23b and miR-27b Directly Target the 3′ UTR of FOXP2

The miRDB program predicted the putative binding sites for *miR-23b* and *miR-27b* in the 3′ UTR of FOXP2 at nt 402–409 and nt 87–94, respectively (Figure 7A). To verify the potential binding sequences of *miR-23b* and *miR-27b*, we prepared the reporter plasmids (psiCHECK2) that expressed chimeric RNAs containing the sequence for Renilla and 3′ UTR sequence of *FOXP2*, and evaluated the effects of miRNAs on the chimeric RNAs by the dual luciferase assay system. The co-overexpression of *miR-23b* and *miR-27b* significantly reduced the luciferase activity of Renilla_*FOPX2*-3′UTR (Figure 7B). Two mutant vectors (MT1 and MT2), which harbored the six-point mutations within each binding sites for *miR-23b* or *miR-27b* (Figure 7A), slightly, but significantly, rescued each microRNA-reduced luciferase activity, suggesting that FOXP2 may be regulated, at least in part, by *miR-23b* and/or *miR-27b* (Figure 7C,D).

### 2.8. Promotion of Cell Migration in the FOXP2 Knockdown Cells

FOXP2 was initially identified as the genetic factor of speech disorder, and its mutations lead to speech and language disorder. Recently, several lines of evidence have revealed that the down-regulation of FOXP2 may be associated with tumor initiation, development, or metastasis [21,22,23,24]. To investigate the effects of FOXP2 on cell migration, we employed transwell and scratch assays. The non-MG cells were transfected with two different siRNAs (#1 and #2) targeting FOXP2 for 36 h. The two independent siRNAs efficiently reduced FOXP2 protein levels (Figure 8A). The transwell assay showed that inhibition of FOXP2 expression increased the number of migrated cells, and the scratch assay also showed that FOXP2 siRNA treatment significantly facilitated cell migration (Figure 8B,C). These data suggested that FOXP2 may play the role of a migration inhibitory factor in the non-MG cells.

## 3. Discussion

Extensive genome-wide analyses have elucidated that genetic heterogeneity is observed as a common feature of various tumors. During cancer development, genetic heterogeneity contributes to cancer adaptation to their surrounding microenvironments. Cell migration is an essential step in cancer metastasis. In the present study, we found up-regulation of *miR-23b/27b/24* cluster expression in a subpopulation with high migration capacity using the transwell-based migrated cell selection. Further analyses showed that the overexpression of either or both *miR-23b* and *miR-27b* may promote cell migration via potentially targeting FOXP2.

Intratumor heterogeneity is a fundamental mechanism to cope with diverse surrounding microenvironments, such as immune cells and stroma cells. Sato et al. reported that even a cell line is composed of highly heterogeneous cells [25]. They showed that certain subpopulation of cultured cells with immortal phenotype could be putative cancer stem cells. We successfully isolated a subpopulation with high migration capacity by transwell-based migrated cell selection. We were interested in molecules, which introduce distinct subpopulations. In this study, we focused on miRNA regulation involved in acquisition of cell migration capacity. Recently, as numerous studies revealed, the altered expression of miRNAs is involved in cancer development and prognosis [26]. We showed here that *miR-23b/27b/24* cluster may be involved in the acquisition of migratory phenotype. The *miR-23b/27b/24* cluster belongs to the hetero-seed clusters, which have distinct seed sequences [27]. Although several reports have revealed the functions of individual miRNAs belonging to *miR-23b/27b/24* cluster, there are few and controversial evidences which mentioned the functions of *miR-23b/27b/24* cluster. The expression of the *miR-23b/27b/24* cluster is significantly reduced in prostate cancer tissues, and the overexpression of *miR-27b* and *miR-24* inhibits cell invasion and migration in prostate cancer cell lines [28]. In contrast, in breast cancer, the *miR-23b/27b/24* functions in tumor progression, and promotes metastasis [12,29]. However, the function of *miR-23b/27b/24* cluster in colon cancer cells has not been studied. The present study is the first report about the function of *miR-23b/27b/24* cluster in colon cancer cells migration. Interestingly, the overexpression of either or both *miR-23b* and *miR-27b* promoted cell migration, but *miR-24* had an opposite effect in cell migration, suggesting that the expression balance of individual miRNAs, belonging to *miR-23b/27b/24* cluster, may be associated with distinct phenotypes.

Approximately 40% of mammalian miRNAs are located within introns of host genes, and their expression is transcriptionally linked to their host gene expression and processed from the same primary transcript. In the human genome, most intronic miRNAs show correlated expression with their host genes, and intronic miRNAs often support the function of their host genes by synergistic mediating and antagonistic regulatory effects [30]. We found increased levels of *miR-23b*, *miR-27b*, and *miR-24* expression consistent with the mRNA levels of *C9orf3* (a host gene in the *miR-23b/27b/24* cluster), which encodes aminopeptidase O (AOPEP), a metallopeptidase [31]. However, the function of AOPEP in cancer development has not been elucidated. It is of interest to uncover the functional relationship between AOPEP and the *miR-23b/27b/24* cluster in future investigations. We found that the expression of *C9orf3* mRNA harboring exons 10 to 15 was upregulated in MG cells, suggesting that a novel transcriptional start site may exist upstream of exon 10. Strikingly, we demonstrated that E2F1 biding sites are essential sequences for the promoter activity of a short *C9orf3* transcript using promoter assays and ChIP. E2F1 is a cell cycle-specific transcription factor that binds to promoters of diverse downstream genes. Although E2F1 has pleiotropic roles in tumorigenesis [32,33], several lines of evidence have revealed that E2F1 promotes cell migration and aggressiveness in prostate and colorectal cancer cells [18,20]. *C9orf3* may be a novel downstream target of E2F1 associated with cell migration and cancer development.

The clustered miRNAs are often conserved evolutionarily and are likely to cooperatively regulate functionally related target genes [27]. For example, BCL2L11 is targeted by multiple miRNAs of the *miR-17/92* cluster [34,35]. Because either or both *miR-23b* and *miR-27b* promote cell migration, we focused on those target genes that are cooperatively regulated by both *miR-23b* and *miR-27b*. Based on miRDB, we found FOXP2 as a common target gene of *miR-23b* and *miR-27b*. FOXP2 is a member of the Forkhead family of transcription repressor that regulates speech and learning in humans. Luciferase assay showed that mutation of *miR-23b* or *miR-27b* binding site could not fully recover luciferase activity; suggesting that other factors, regulated by *miR-23b* and *miR-27b*, may be involved in FOXP2 regulation. The function of FOXP2 was originally investigated in neuronal network development including migration or morphological neuronal cell changes. Recently, FOXP2 was also shown to be involved in cancer development. FOXP2 negatively regulates stem cell-associated factors—such as c-MYC, OCT-4, and CD44—in breast cancer, resulting in a putative tumor/metastasis suppressor [23]. In addition, the expression of FOXP2 is mediated by miR-23a, a member of the *miR-23/27/24* family [21]. Furthermore, Abu-Remaileh et al. reported that *FOXP2* mRNA levels were significantly decreased in colon cancer samples [36]. We demonstrated that FOXP2 was downregulated in mRNA and protein levels in the MG cells and FOXP2 knockdown enhanced cell migration. These results are consistent with those of previous reports that FOXP2 promotes cell migration. To the best of our knowledge, direct targets of FOXP2 have not been investigated and further studies are needed to elucidate the function of FOXP2 in cancer development or metastases.

In this study, we established the cell selection procedure regarding cell migration. It remains unclear as to whether other processes of EMT or metastasis—such as adhesion, invasion, and attachment—are promoted in the MG cells. Efforts to elucidate the functions of miR-23b/27b/FOXP2 in vivo are currently underway.

## 4. Materials and Methods

### 4.1. Cell Culture and Isolation of a Subpopulation with High Cell Migration Capacity

A subpopulation with high migratory capacity, MG cells, were isolated by a transwell-based selection method [13]. In brief, for the isolation of a subpopulation with cell migration capacity, we established the following selection procedures using the transwell migration assay (the modified Boyden Chamber assay [37]). HCT116 cells were seeded in serum-free media on the upper side of a transwell chamber (Becton Dickinson, Franklin Lakes, NJ, USA) and allowed to migrate towards the media containing 10% of fetal bovine serum (FBS). Both cells remaining on the upper membrane (non-MG cells) and cells migrating to the lower side of the membrane (MG cells) were respectively collected. To concentrate the subpopulations, this selection procedure was employed five more times. After this selection procedure, two subpopulations were isolated; one was the non-MG cells remaining on the upper membrane, and another was the MG cells preferentially migrating to the lower membrane. These cells were cultured in DMEM (Nacalai Tesque, Kyoto, Japan) supplemented with 10% (vol/vol) heat-inactivated FBS at 37 °C in 5% CO_2_.

### 4.2. Cell Counting, Cell Migration Assay and Scratch Assay

Cells were seeded in tissue culture plates, and the numbers of growing cells were counted using a hematocytometer. Migration of colon cancer cells were examined using 8-μm pore size polycarbonate transwell filters (Becton Dickinson). After 48 h serum starvation, cells were seeded in serum-free media on the upper side of a transwell chamber and allowed to migrate towards the media containing 10% FBS for 48 h. After the incubation period, cells on the lower side of the membrane were fixed, stained with Diff-Quick stain (Sysmex, Kobe, Japan) and counted. The migration indices were calculated as the mean number of cells in 5 random fields at 20× magnification. For the scratch assay (wound healing assay), cells were seeded onto 24-well tissue culture plates and maintained at 37 °C and 5% CO_2_ for 24 h, and then, plasmids or mimic miRNAs were transiently transfected into the cells. To permit the formation of a confluent monolayer, the cells were incubated for 36 h after transfection. These confluent monolayers were then scratched with a cell scratcher (Asahi Techno Glass Co., Ltd., Tokyo, Japan). Culture medium was then immediately replaced with a fresh culture medium (10% FBS) to remove any dislodged cells. Cell migration ability was determined by measuring the migration distance in 5 points per sample at 24 h after the scratch. All scratch assays were performed in quadruplicate.

### 4.3. Small Interference RNAs (siRNAs)

We used siRNAs (Hs_FOXP2_12 and 13 HP validated siRNAs; Qiagen, Chatsworth, CA, USA) to knock down *FOXP2* mRNA. A negative control siRNA (AllStars Negative Control siRNA) was obtained from Qiagen.

### 4.4. Overexpression of miRNA Mimics and Inhibitors

miRCURY LNA miRNA mimics (has-miR-23b, Product No. 472291-001; has-miR-27b, Product No. 470553-001) and mimic negative control were obtained from Exiqon (Vedbaek, Denmark). mirVana miRNA mimic (has-miR-24-3p; MC10737) was obtained from Ambion (Austin, TX, USA). miRCURY LNA miRNA inhibitors (has-miR-23b, Product No. 4102299; has-miR-27b, Product No. 4103307; has-miR-24-3p, Product No. 4101706; negative control A) were obtained from Exiqon. HCT116, DLD1, RKO, and HT-29 cells were transfected with miRNA mimics or inhibitors at 10 nM using Lipofectamine RNAiMAX (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.5. Quantitative Real-Time Reverse Transcription-PCR (qPCR)

Total RNAs, including miRNAs, were extracted from cells using RNA iso plus reagent (Takara, Otsu, Japan). For analysis of mRNA expression levels, 1 μg of isolated RNA was reverse-transcribed using ReveTra Ace qPCR RT Master Mix (Toyobo, Osaka, Japan). *C9orf3*, *CLCN3*, *KCNK2*, *FOXP2, PKIA*, *SEC24A*, *TRIL*, and *ZDHHC17* mRNA levels were measured using SYBR Green Master Mix and Applied Biosystems 7500 Real-time System (Applied Biosystems, Foster City, CA, USA). The sequences of primer sets are provided in Table S1. mRNA levels were measured by the comparative ΔΔCt method using g*lyceraldehyde-3-phosphate dehydrogenase* (*GAPDH*) mRNA as a control and expressed as values relative to the indicated control sample. For analysis of miRNA expression levels, isolated RNAs were cleaned using miRNeasy mini kit (Qiagen, Hilden, Germany) and reverse-transcribed using miRNURYLNA Universal RT kit according to the manufacturer’s protocol. Locked nucleic acid (LNA) PCR primer sets (Exiqon) targeting hsa-miR-23b-3p (Product No. 204790), hsa-miR-27b-3p (Product No. 205915), hsa-miR-24-3p (Product No. 204260), and hsa-miR-10a-5p (Product No. 204788) were used to detect miRNA expression. miRNA levels were measured by the comparative ΔΔCt method using RNU48 as a control and expressed as values relative to the indicated control sample.

### 4.6. Analysis of Global miRNA Expression

Total RNAs were extracted from cells using miRNeasy kit (Qiagen) according to the manufacturer’s protocol. RNA concentration and purity were determined by NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). Purified RNA quality was assessed by Agilent 2100 Bioanalyzer using an RNA 6000 Nano Labchip kit (Agilent Technologies, Santa Clara, CA, USA), and RNA samples with above 8.5 RNA integrity number (RIN) were used for further study. RNA samples were used to measure miRNA expression profiles using a human miRNA microarray (G4470C; Agilent), containing 939 miRNA probes, as previously described. These data were analyzed using GeneSpring 11.5.1 (Agilent). 

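The requirement of a signal of 50 on at least 2 of the 4 arrays was met by 56 human miRNAs. The miRNA that reached 50 on only 1 array was miR-20b. On all 4 arrays, 50 human miRNAs had a signal of at least 50.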

We selected miRNAs with fluorescence intensities 50 in at least half of the RNA samples, resulting in the detection of 56 miRNAs in the samples. All primary and uniformly processed sequence data generated in this study are available at the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE141240.

### 4.7. miRNA Luciferase Reporter Assay

The fragment of the 3′UTR of *FOXP2* was amplified from the cDNA of HCT116 cells using primer sets listed in Table S1. The fragment of *FOXP2* 3′UTR was subcloned into psiCHECK-2 vector (Promega, Madison, WA, USA) using XhoI and NotI restriction sites. HCT116 cells were cultured on 24-well plates, and then psiCHECK-2 constructs with various site-directed mutations were co-transfected with either *miR-23b* or *miR-27b*, or both. Twenty-four hours after the transfection, cells were harvested and the firefly and Renilla luciferase activities were measured using the Dual-Luciferase Reporter Assay System (Promega).

### 4.8. Western Blotting

Whole-cell lysates were prepared in a RIPA buffer (10 mM Tris-HCl, pH 7.4; 1% Nonidet P-40; 1 mM EDTA; 0.1% SDS; 150 mM NaCl) containing a protease inhibitor (Nacalai Tesque) and phosphatase inhibitor cocktail (Sigma). Rabbit polyclonal anti-E2F1 (1:1000; Cell Signaling Technology, Danvers, MA, USA), rabbit polyclonal anti-FOXP2 (1:1000; #3742, Cell Signaling Technology), or mouse monoclonal anti-GAPDH (1:5000; Santa Cruz Biotechnology) antibody was used. Full-length western blots were shown in Figures S6–S8.

### 4.9. Promoter Activity Assay

The 5′-flank of the human *C9orf3* gene was cloned into the pGL4.21-basic luciferase reporter vector (Promega). In brief, the first PCR was performed using human genomic DNA as a template. The *C9orf3* proximal promoter region was amplified using primer sets listed in Table S1. The amplified products were subcloned into the pGL4.21-basic vector using KpnI and HindIII restriction sites. HCT116 cells (1.0 × 10^5^) were cultured on 24-well plates, and then pGL-4.21 luciferase constructs with various site-directed mutation or deletion (100 ng) were cotransfected with pGL4.74 vector (50 ng) using X-tremeGENE HP DNA transfection reagent (Roche, Basel, Switzerland). Twenty-four hours after the transfection, cells were harvested, and the firefly and Renilla luciferase activities were measured using the Dual-Luciferase Reporter Assay System (Promega).

### 4.10. Chromatin Immunoprecipitation (ChIP) Assay

ChIP assays were performed using the Chromatin Immunoprecipitation Assay Kit (Millipore, Burlington, CA, USA). Briefly, HCT116 cells were fixed with 1% formaldehyde in phosphate-buffered saline (PBS) for 10 min and then washed twice with ice-cold PBS. These cells were resuspended in SDS lysis buffer, incubated for 10 min on ice, and then sonicated. Immunoprecipitation was carried out overnight at 4 °C using 3 μg antibody against E2F1 (Cell Signaling Technology). Normal rabbit IgG was used to assess the non-specific reactions. Immune complexes were collected with protein A agarose/salmon sperm DNA. Cross linking between proteins and DNA was reversed according to the manufacturer’s protocol. Protein-bound DNA was extracted with phenol/chloroform/isoamyl alcohol. The extracted DNA was amplified by PCR (35 cycles; denaturing at 98 °C for 10 s, annealing at 55 °C for 30 s, and extension at 72 °C for 1 min) using the following primers: for the *C9orf3* primer set 1 sequence between −209 and +84 bp, 5′-GCGGCCGCTATACCTTTA-3′ and 5′-GCGCGACGCTCCCTCTGCAG-3′; for the *C9orf3* primer set2 sequence between −1241 and −1110 bp, 5′-TCCCTCATTTGAGCAGACTTGT-3′ and 5′-ACACAGAGGAGCTTAATGGAGAC-3′. The nuclear chromatin DNA from HCT116 cells (input) was used as a positive control for PCR.

### 4.11. Data Analysis

RNA-seq and clinical data of colorectal adenocarcinoma (CORDREAD) from The Cancer Genome Atlas (TCGA) were analyzed using the UCSC Xena web interface [38].

## 5. Conclusions

In conclusion, the present study demonstrated a novel role of the *miR-23b/27b/24* cluster in cell migration through targeting FOXP2, using the transwell-based separated cells. These data suggest that a novel miR-23b/27b/FOXP2 link may play, at least in part, an important role in the migratory activity in cancer development and might be a potential target for the inhibition of cancer metastases.

## Figures and Tables

**Figure 1:**
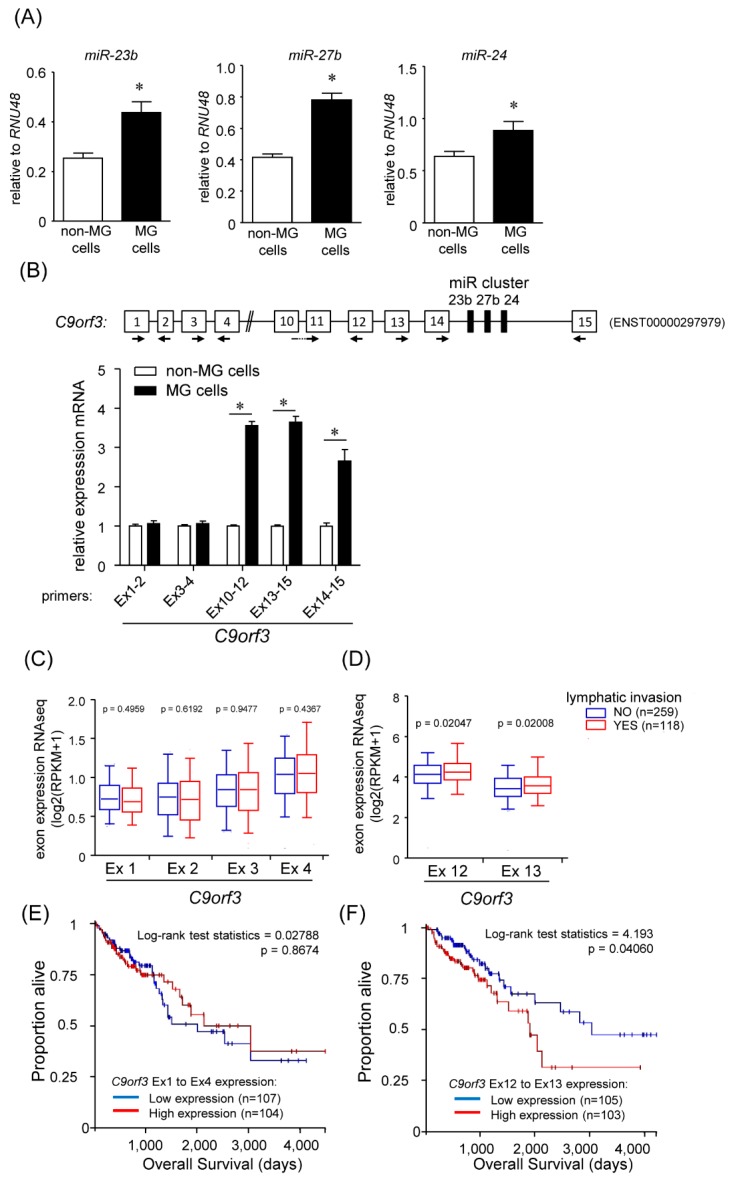
Up-regulation of the *miR-23b/27b/24* cluster expression in migrated (MG) cells. (**A**) Relative expression levels of *miR-23b*, *miR-27b*, and *miR-24* in non-MG cells and MG cells were measured by RT-qPCR. *RNU48* was used as an endogenous control. (**B**) mRNA levels of *C9orf3*, a host gene of *miR-23b/27b/24* cluster, were measured by real-time reverse transcription polymerase chain reaction (RT-qPCR) using the indicated primer sets. Data are expressed as the mean fold changes ± standard deviation (SD; n = 4), compared with those in the non-MG cells. * Statistically significant difference versus non-MG cells (unpaired Student’s *t*-test, *p* < 0.05). (**C**,**D**) Samples from TCGA (Colorectal Adenocarcinoma, COADREAD) were divided into two groups according to the presence or absence of lymphatic invasion. The difference in gene expression of each exon in *C9orf3* between the subgroups was tested for significance using Welch’s *t*-test on log-transformed data. Individual mRNA levels are presented on box-and-whiskers plots using a logarithmic scale for the *y*-axis. (**E**,**F**) Overall survival as a function of *C9orf3* expression in TCGA. Patients with *C9orf3* expression data from TCGA (COADREAD) were evenly divided into quartiles, and the lowest and highest quartiles were plotted with Kaplan-Meier curves for overall survival using the UCSC Xena browser tool.

**Figure 2:**
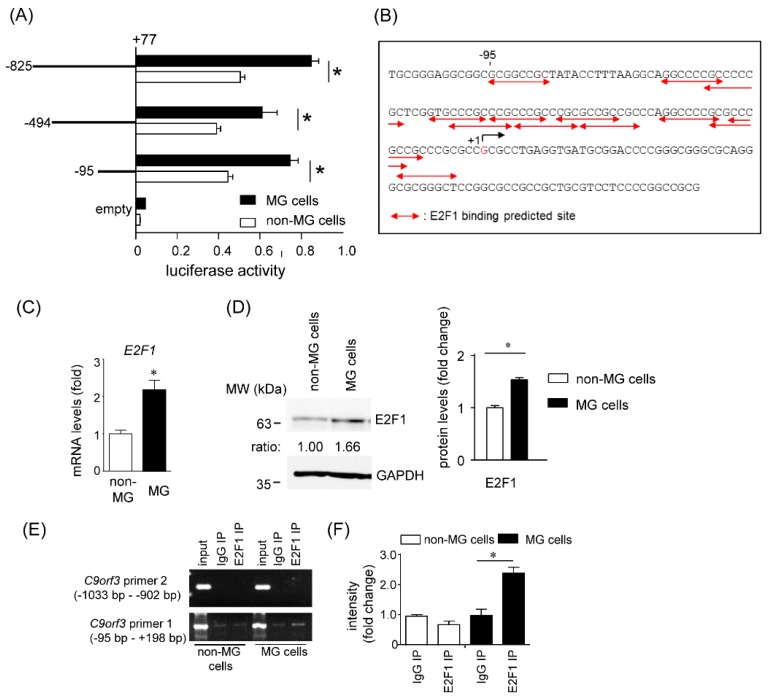
E2F1 regulates *C9orf3* promoter activity. (**A**) HCT116 cells were transiently transfected with luciferase reporter plasmids driven by the indicated promoter fragments of *C9orf3* for 48 h. Luciferase activities in these cells were measured using the Dual-Luciferase Reporter Assay System. * Significant up-regulation in MG cells compared with non-MG cells. Data are expressed as the mean ± standard deviation (SD; n = 4). * Statistically significant difference versus non-MG cells (unpaired Student’s *t*-test, *p* < 0.05). (**B**) Nucleotide sequence of the 5′-flanking region of the *C9orf3* gene. Putative binding sites for E2F1 are indicated with bent arrows in red based on the PROME. (**C**) *E2F1* mRNA levels were measured by RT-qPCR using the indicated primer sets. Data are expressed as the mean fold changes ± standard deviation (SD; n = 4), compared with those in the non-MG cells. * Statistically significant difference versus non-MG cells (unpaired Student’s *t*-test, *p* < 0.05). (**D**) Amounts of E2F1 proteins in the non-MG cells and MG cells were measured by western blotting using glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as a loading control. The results of western blotting using anti-E2F1 antibody from three independent experiments were quantified by densitometry as shown in (**D**). Data are expressed as the mean ± standard deviation (SD; n = 4). * Statistically significant difference versus non-MG cells (unpaired Student’s *t*-test, *p* < 0.05). (**E**,**F**) HCT116 cells were subjected to chromatin immunoprecipitation (ChIP) assays. Formaldehyde-crosslinked nuclear extracts were immunoprecipitated with an anti-E2F1 antibody or normal rabbit IgG (IgG). PCR was performed using an input nuclear chromatin fraction as a template (input). Specific PCR products corresponding to the region of the *C9orf3* promoter containing E2F1-binding sites were amplified and separated by agarose gel electrophoresis followed by ethidium bromide staining. The results of ChIP with an anti-E2F1 antibody from three independent experiments were quantified by densitometry as shown in (**F**). Data are expressed as the mean ± standard deviation (SD; n = 4). * Statistically significant difference versus control (IgG) (unpaired Student’s *t*-test, *p* < 0.05). MW, molecular weight.

**Figure 3:**
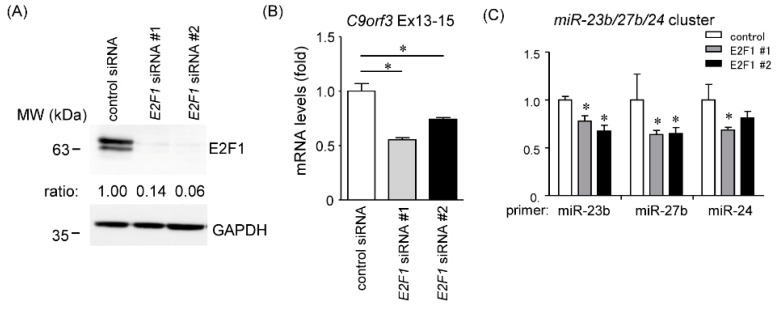
Knockdown of E2F1 decreased *C9orf3* expression levels. (**A**) Two siRNAs targeted for distinct E2F1 sequences were transfected to the MG cells. Amounts of E2F1 proteins in E2F1 siRNAs-treated cells were measured by western blotting using GAPDH as a loading control. (**B**,**C**) Relative expression levels of *C9orf3* and *miR-23b/27b/24* miRNAs in MG cells after treatment with E2F1-siRNAs were measured by RT-qPCR. *GAPDH* or *RNU48* was used as an endogenous control. Data are expressed as the mean ± standard deviation (SD; n = 4). * Statistically significant difference versus control cells (unpaired Student’s *t*-test, *p* < 0.05). MW, molecular weight.

**Figure 4:**
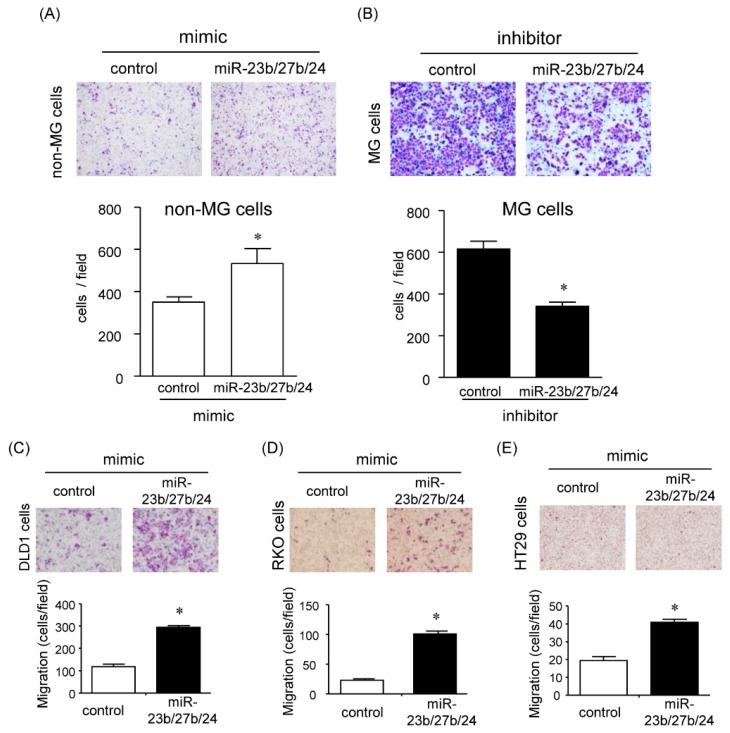
Effects of miR-23b/27b/24 on cell migration. (**A**,**B**) Transwell migration (n = 4) assays were performed in mixed mimic or inhibitor of microRNAs (*miR-23b*, *miR-27b* and *miR-24*)-transfected HCT116 cells. Upper panels show representative images of Diff-Quick staining in four experiments of transwell migration assays, and a lower graph shows quantification of cell migration expressed by cell counting. (**C**–**E**) Transwell migration assays were performed in mixed mimic of microRNAs (*miR-23b*, *miR-27b*, and *miR-24*)-transfected DLD1, RKO, or HT29 cells. Upper panels and lower graphs are the same as in (aA). Values represent mean ± SD. n = 4. * Statistically significant difference versus control (unpaired Student’s *t*-test, *p* < 0.05).

**Figure 5:**
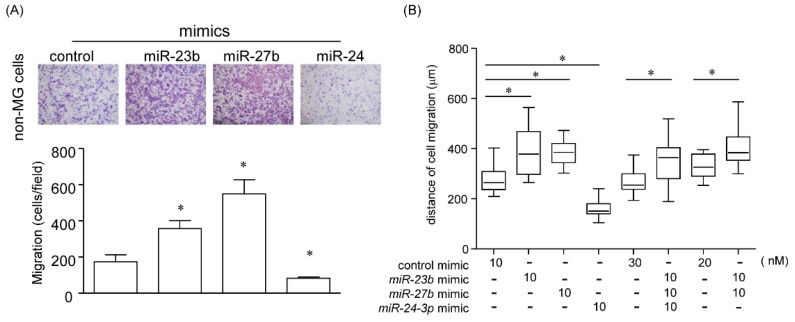
*miR-23b* and *miR-27b* promote cell migration. Transwell assay (**A**) and Scratch assay (**B**) were performed in non-MG cells with combinational transfection of mimic *miR-23b*, *miR-27b*, and/or *miR-24*. (**A**) Upper panels show representative images of Diff-Quick staining in four experiments of transwell migration assays, and a lower graph shows quantification of cell migration expressed by cell counting. Data are expressed as the mean ± standard deviation (SD; n = 4). * Statistically significant difference versus control (unpaired Student’s *t*-test, *p* < 0.05). (**B**) After transfection with mimic miRNAs, cells were scratched. Migration distance was measured at 24 h later. Data are expressed as the mean ± standard deviation (SD; n = 4). * Statistically significant difference versus control (unpaired Student’s *t*-test, *p* < 0.05).

**Figure 6:**
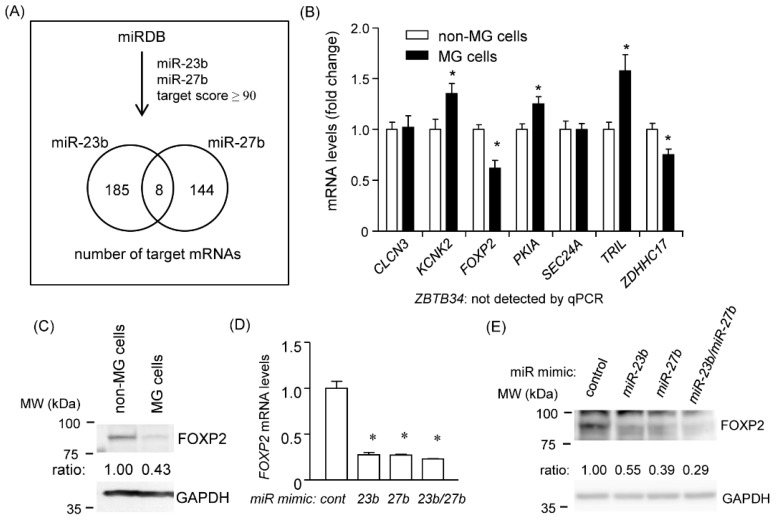
FOXP2 as a potential target of *miR-23b* and *miR-27b*. (**A**) The number of candidate target mRNAs of *miR-23b* or *miR-27b* based on miRDB is shown in a Venn diagram. (**B**) mRNA levels of *CLCN3*, *KCNK2*, *FOXP2*, *PKIA*, *SEC24A*, *TRIL*, *ZDHHC17*, and *ZBTB34* were determined using RT-qPCR in non-MG cells and MG cells. Expression of *ZBTB34* mRNA was not detected by RT-qPCR. (**C**) Amounts of FOXP2 protein in non-MG cells and MG cells were determined using western blotting with GAPDH as a loading control. (**D**) *FOXP2* mRNA levels were determined in non-MG cells with mimic miR-23b and/or miR-27b transfection and RT-qPCR. (**E**) Amounts of FOXP2 protein in non-MG cells with mimic miR-23b and/or miR-27b transfection were determined using western blotting with GAPDH as a loading control. The results of western blotting with an anti-FOXP2 antibody were quantified by densitometry, and the ratio of FOXP2 to GAPDH is shown in (**E**). MW, molecular weight.

**Figure 7:**
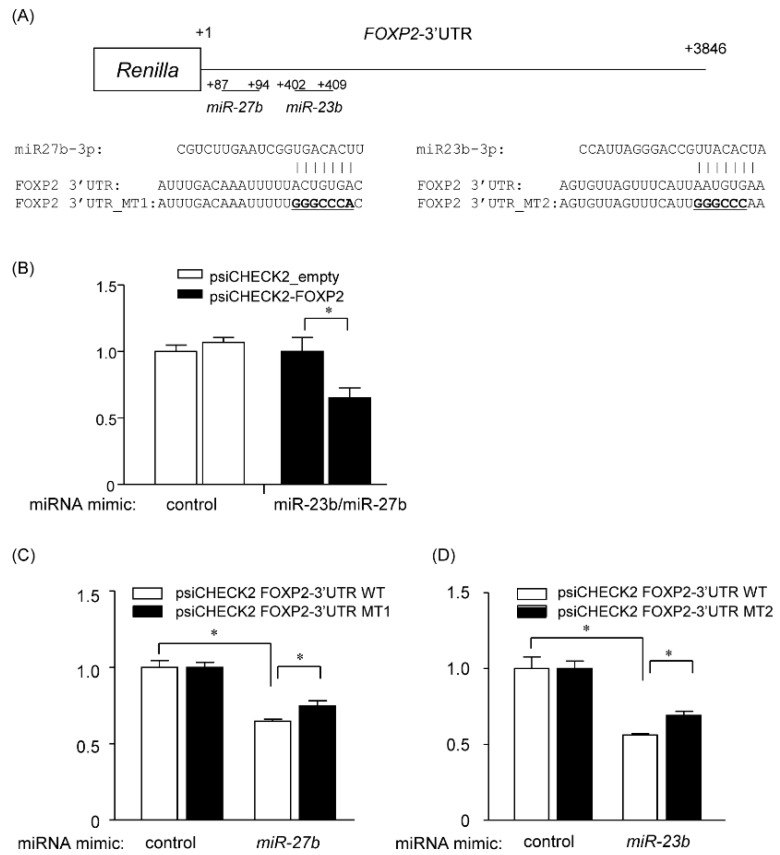
FOXP2 is directly targeted by both *miR-23b* and *miR-27b*. (**A**) miRDB predicted a putative binding site of *miR-23b* (nt 402–409) and of *miR-27b* (nt 87–94) in the *FOXP2* 3’ UTR region. The mutated (MT) sequences of the putative binding sites are shown as *FOXP2* 3′UTR_MT1 or MT2. (**B**) psiCHECK2 vector containing the full length of 3′ UTR in *FOXP2* or empty vector was co-transfected with both *miR-23b* and *miR-27b*. Renilla luciferase activity was normalized to firefly luciferase. Fold-change values were normalized to empty vector. (**C**,**D**) psiCHECK2 vector containing the full length of 3′ UTR in *FOXP2* (psiCHECK2 FOXP2-3′UTR WT) or the mutated binding sequences (psiCHECK2 FOXP2-3′UTR MT1 or MT2) were co-transfected with either mimic *miR-23b* or *miR-27b*. Renilla luciferase activity was normalized to firefly luciferase. Fold-change values were normalized to empty vector. Fold-change values were then normalized to mimic control-treated cells. Data are expressed as the mean ± standard deviation (SD; n = 4). * Statistically significant difference versus control (**B**–**D**) or WT (**C**,**D**) (unpaired Student’s *t*-test, *p* < 0.05).

**Figure 8:**
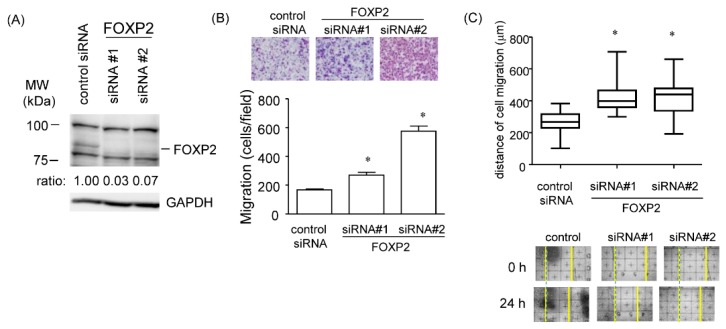
Promotion of cell migration in FOXP2 knockdown cells. (**A**) Amounts of FOXP2 protein in non-MG cells treated with two siRNAs targeted to distinct FOXP2 sequences were measured using western blotting with GAPDH as a loading control. (**B**) Upper panels show representative images of Diff-Quick staining in four experiments of transwell migration assays, and a lower graph shows quantification of cell migration expressed by cell counting. Data are expressed as the mean ± standard deviation (SD; n = 4). * Statistically significant difference versus control (unpaired Student’s *t*-test, *p* < 0.05). (**C**) Scratch assay was performed in non-MG cells with FOXP2-siRNA treatment. Migration distance was measured 24 h after cells were scratched. Representative images were shown in lower panels. Data are expressed as the mean ± standard deviation (SD; n = 4). * Statistically significant difference versus control (unpaired Student’s *t*-test, *p* < 0.05). MW, molecular weight.

**Table 1:** MicroRNAs (miRNAs) with >1.5-fold significant expression change in the migrated cells (MG cells).

miRNA	Change Relative to Upper Cells ^(1)^ (Fold-Change)	mirBase Accession No.
*hsa-miR-10a*	2.119	MIMAT0000415
*hsa-miR-23b*	2.610	MIMAT0000418
*hsa-miR-27b*	1.837	MIMAT0000419
*has-miR-1274b* ^(2)^	1.511	MIMAT0005938

^(1)^ Values are expressed as fold changes compared with the values in the non-MG cells. ^(2)^ These miRNAs were removed as dead entries on the miRBase (Release 21).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/1/174/s1. Table S1: Primer sets used for qPCR and 5′-RACE; Figure S1: mRNA expression of surface markers of colorectal cancer stem cells; Figure S2: Identification of transcriptional start sites by 5′-rapid amplification of cDNA end assay; Figure S3: Effects of DNA methylation on *C9orf3* and *miR-23b/27b/24* expression; Figure S4: Effects of knockdown of E2F1 in non-MG cells on miR-23b/27/24 expression; Figure S5: Effects of miR-23b/27b/24 on cell migration; Figures S6–S8: Full-length western blots.

How the deposited data were processed for this re-analysis (not part of the article)

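miRNA expression was measured in 2 samples of MG cells and 2 samples of non-MG cells, both from HCT116, on 1-colour Agilent human miRNA arrays. The authors deposited the scanner output of each array, made with Feature Extraction, which gives background-subtracted intensity values per spot, probe and miRNA without normalization between arrays. The table of values the authors deposited for the series holds 1 intensity per miRNA and array, also without normalization between arrays and at 0.1 where a miRNA was not detected. The paper's text names GeneSpring for the analysis and gives no normalization and no test for the arrays.

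The planned signal was the total per miRNA in the scanner files. The files showed that this total lay above the sum of the miRNA's own probes for 31, 27, 37 and 31 of the detected miRNAs on the 4 arrays. The sum of the probes above 3 times their error was therefore used instead, and it equals the authors' table within 0.05% for all 142 detected miRNAs. This change was made after the number of human miRNAs past the signal minimum had been seen under both signals, 57 with the probe sum and 89 with the total in the files, beside the paper's 56. The total in the files was run as an added alternative. Control spots were left out, and for the spot-level alternatives spots marked as outliers were left out.

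Signals were scaled so that the 75th percentile of the 116 miRNAs detected on all 4 arrays was the same on each array, then set to at least 1 and converted to log2. The percentiles before scaling were 158 and 142 on the non-MG arrays and 153 and 148 on the MG arrays. Human miRNAs were kept when detected on at least 1 array with an unscaled signal of at least 50 on at least 1 array, which left 57. A fold change is the ratio of geometric means, MG over non-MG. Groups were compared with limma 3.58.1 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment) in R 4.3.3, without a replicate block. Lists of miRNAs were tested with limma's fry, and camera with its preset correlation was run beside it. Files were read with Python 3.11.15 and pandas 2.3.3.

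The functions were tested on simulated data before use. In 100 simulated sets of the MG and non-MG comparison with 57 miRNAs, of which 10 were changed 2-fold, limma called 96.3% of the changed miRNAs, and 18.2% of all its calls were unchanged miRNAs, above the 5% that the adjustment aims at. The criterion of 1.5-fold found 97.5% of the changed miRNAs. In the same simulations fry called a changed list of 3 miRNAs in 97% of sets and an unchanged list in 14%. The simulated noise was independent between miRNAs, apart from a shift of each whole array. Limma gave all miRNAs the same spread in 23% of the simulated sets, as it did in the real fit. These shares therefore need not hold for the real calls or for changes smaller than 2-fold.

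The miRNAs named are those the paper names in its array results, the members of the fixed lists past the filter, and up to 5 per direction with the largest mean change whose MG arrays both lay above or both below the non-MG arrays. The lists were the miR-23b/27b/24 cluster, miR-23a/27a, the miR-200 family, and miR-17-92 with miR-106b-25. Scanner names are newer than those in the paper, and 106 of the 142 detected miRNAs had another name in the authors' table. Alternatives covered the signal summary, background correction, normalization, floor, filter, empirical Bayes trend, test, replicate block, mean, detection flag and signal minimum, and each array left out in turn. The column that normexp was planned on is not part of these files, so the median spot signal was used with the median local background. These choices were set before the data were examined, apart from the signal, the column used for normexp and a scan of scalings described with the differences from the paper. The experiments by RT-qPCR, reporter assay, western blot and migration assay were not analysed here. The number of arrays limits the precision of all values. The paper names no repeat of the cell selection, so no p-value here covers differences between selections.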

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

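The tests on this miRNA were chosen after its signals had been seen. The viral miRNA ebv-miR-BART13-3p was detected on 4 of 4 arrays, although the paper reports only human miRNAs. Its signals lay between 7.57 and 10.4, below the minimum of 50 used for human miRNAs and below the median of 42.0 among human miRNAs detected on all 4 arrays. A candidate explanation is signal near the limit of detection. Its highest signal of 10.4 cannot decide this, since the low signals prompted the explanation. The human miR-28-5p was also detected on all 4 arrays, at lower unscaled signals of 5.61 to 6.82. Of the 39 miRNAs of this virus on the array, 0 others were detected on every array. Since other miRNAs of the virus may lie below detection, this does not exclude viral RNA in the cells, which stays open. No other biological explanation was tested, since both groups come from 1 cell line and the signal was alike in both.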

How the results depend on the processing

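The column of totals in the scanner files was added as an alternative after the data had been seen, and the others were planned. Their effect is given over the 20 alternatives that apply to most results, with the array left out in turn among them. The 75th percentile over all miRNAs could not be used for scaling, since it is the value of an undetected miRNA on every array. The eBayes trend was not applied to the set tests and the differences between paralogs. The slide as a block was not run, since all arrays lay on 1 slide. The authors' table, the gProcessedSignal sum, detection on all 4 arrays and the floor of 10 changed no direction and no call of the results named here.

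The fold changes of miR-23b, miR-27b, miR-10a, miR-1274b and miR-24 stayed above 1 under every alternative run. For miR-23b they ranged from 1.54 to 2.56, and 16 of 20 alternatives kept the call. The call was lost without a minimum signal and without any filter (fold change 2.43), under the unpaired test of the figure legends (2.43) and with the column of totals (2.08). The fold change of miR-10a of 1.97 was no longer called in the same 4 settings (1.69 with the column of totals). For miR-27b the call was lost under normexp (1.28), quantile normalization (1.79), no minimum signal, no filter and the legends' unpaired test (1.71 each) and the column of totals (1.46). Leaving out 1 array in turn gave 1.50 to 1.95, and without non-MG replicate 1 the fold change was 1.4995, below the 1.5-fold criterion, and the call was lost (adjusted p = 0.0501, limma). For miR-1274b the call was lost under normexp (1.31), quantile normalization (1.54), no normalization (1.40), no minimum signal, no filter and the legends' unpaired test (1.41 each) and the column of totals (1.20). Leaving out 1 array gave 1.27 to 1.56, and the call was lost without non-MG replicate 1 (adjusted p = 0.125, limma), without non-MG replicate 2 (adjusted p = 0.221) and without MG replicate 1 (adjusted p = 0.140). The change of miR-24 became a call under quantile normalization (1.35), median scaling (1.31) and the eBayes trend (1.26). The cause of these changes was not tested. Without a minimum signal more miRNAs were tested, and limma's prior degrees of freedom also fell from infinite to 1.40, and to 0.746 without a filter. Without either non-MG replicate they fell to 4.07, so a lost call there need not come from the fold change. Without a filter most miRNAs had no spread between replicates, since undetected miRNAs take the floor, and limma reported its moderated fit as unreliable. Quantile normalization gave some of the 57 miRNAs no spread between replicates, and limma offset their variances from zero, so calls and set tests in these 2 settings carry little weight. Adjusted p-values of miR-23b over its alternatives ranged from 2.1e-12 to 0.205.

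The number of miRNAs past 1.5-fold was 4, and it was 1 under normexp, 32 without a minimum signal, 32 without a filter and 32 with the column of totals. Without a minimum signal or a filter, dim miRNAs enter. For the column of totals the cause was not tested for every miRNA. Its scaling percentile, MG over non-MG, was 1.17, against 0.999 with the probe sums, which lowers the scaled fold changes. In this setting miR-17 and miR-141, which are among the 57 miRNAs, also passed, although their totals equal their probe sums. The number of limma calls was 14, and it was 2 under normexp, 6 without normalization, 1 without a minimum signal, 1 without a filter, 0 with the legends' unpaired test and 0 with the column of totals, and leaving out 1 array gave 3 to 11. At an unadjusted p under 0.05 the column of totals gave 28 and the legends' unpaired test 7. Of the calls, 6 of 14 were higher in MG cells, against 6 of 11 under quantile normalization, 7 of 11 under median scaling and 3 of 6 without normalization. The fold change of miR-886-3p was 0.690 and turned to 3.33 with the column of totals, where its total on MG replicate 2 was 1584 against a probe sum of 49.9.

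With the replicate block, limma called 8 miRNAs. The same-numbered arrays deviated from their group means with a correlation of 0.481 across the 57 miRNAs, but the paper and labels give no shared day or batch and there are 2 pairs only, so the arrays share only a number and the pairing was not used. The set test of the miR-23b/27b/24 cluster had an adjusted p = 0.00884 by limma's fry, where the cluster is a family of 1 list and the adjustment changes nothing. It was 0.0659 under the block and 0.0555 with the column of totals, and leaving out 1 array gave 0.0493 to 0.0936. The adjusted p of the miR-17-92 and miR-106b-25 list was 0.167 and became 0.0329 under quantile normalization. The miR-23a/27a list, with an adjusted p = 0.889 by limma's fry, changed its direction without non-MG replicate 1, where values with 1 array left out ranged from 0.166 to 0.979, and with the column of totals (0.241). The difference of changes between miR-23b and miR-23a ranged from 0.97 to 1.36 with 1 array left out, and that between miR-27b and miR-27a from 0.80 to 0.87. Both were lowest under normexp, at 0.457 and 0.371, and stayed called (adjusted p = 0.000559 and 0.00392, limma). Without MG replicate 1 both differences were no longer called (adjusted p = 0.0506, limma).

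Viral miRNAs detected numbered 3, and 1 under each stricter flag and 1 without MG replicate 1. Human miRNAs past the minimum numbered 57, against 91 with a minimum of 20 and 89 with the column of totals. Between 8.71% and 11.1% of miRNA spots per array stood well above background, which limits the comparison to the brighter miRNAs.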

Differences from the paper's values

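No value of the paper that was also computed here lay more than 1.5 times away from it in the analysis as reported. The number of miRNAs detected was 142 here and 124 in the paper, and 124 was reached with detection on both arrays of at least 1 group. The number of human miRNAs past the signal minimum was 57 here and 56 in the paper, and 56 was reached with a signal of 50 on at least 2 of the 4 arrays. The paper's fold changes are 2.610 for miR-23b, 2.119 for miR-10a, 1.837 for miR-27b and 1.511 for miR-1274b, against 2.43, 1.97, 1.71 and 1.41 here.

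The paper lists miR-1274b among the miRNAs past its fold criterion, while its fold change of 1.41 here lies below. Of the alternatives set before the data were examined, it reached 1.5-fold under quantile normalization (1.54) and without MG replicate 2 (1.56), and in the others it did not. The paper's list does not hold miR-20b, which passed the criterion here with a fold change of 0.580 and drops out with a signal of 50 on at least 2 arrays.

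After these values had been seen beside the paper's, 428 settings of the scaling were run to look for the factor between them. The main scaling and median scaling are among them, and some settings give the same scaling, such as those where the percentile is the value of an undetected miRNA. In 88 of the settings miR-1274b reached 1.5-fold. In 9 of them the scaling between the groups came within 0.4% of the factor. These were the 85th percentile of the miRNAs detected on all 4 arrays, the 90th percentile of the 57 miRNAs, the median of the human miRNAs detected on at least 1 array (under 3 interpolations), and the median of the column of totals over the 57 miRNAs (under 3 interpolations) and over the 56 miRNAs. None equalled it, and with so many settings some come close by chance, so the paper's normalization is not identified and none of them is used here.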

Other observations

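The other splits of the arrays were planned. The other tests given here were written after the values had been seen, although the lists, the paralog comparison and the leaving out of 1 array were fixed before the data were examined.

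The paper's fold changes of the 4 miRNAs were 1.0741 to 1.0745 times those found here. The lowest and highest ratio lay 0.0353% apart, which is consistent with 1 scaling factor between the arrays.

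The array signal of miR-24, which the paper measured by RT-qPCR, was 258 ± 7.87 (SD, n = 2) in MG cells and 204 ± 14.8 (SD, n = 2) in non-MG cells, a fold change of 1.26 (adjusted p = 0.102, limma). Mature miR-24 has the same sequence from MIR24-1 and MIR24-2. The array therefore cannot assign its signal to the cluster within C9orf3. The set of miR-23b, miR-27b and miR-24 had a mean log2 change of 0.80 with 3 of 3 members higher. Its adjusted p = 0.00884 by limma's fry and adjusted p = 6.2e-06 by limma's camera, where the cluster is a family of 1 list. Since the study chose miR-23b and miR-27b on these arrays, this is not independent evidence. On the array, miR-10a was detected on all 4 arrays, with 15 or 16 of its 16 spots well above background on each, while the paper reports insufficient detection of miR-10a by RT-qPCR.

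The higher signals of miR-23b and miR-27b were weighed against technical explanations. A difference in overall signal between the arrays would move most miRNAs alike, but without normalization the median log2 change of the 57 miRNAs was -0.0831. Signal shared with the paralogs miR-23a and miR-27a would move these with them, but they had fold changes of 1.08 and 0.960, and the log2 difference of changes was 1.17 for miR-23b over miR-23a (adjusted p = 0.00531, limma) and 0.83 for miR-27b over miR-27a (adjusted p = 0.000926, limma). Under normexp, whose offset makes changes smaller, the differences shrank to 0.457 and 0.371 but were still called (adjusted p = 0.000559 and 0.00392, limma). Without MG replicate 1 neither difference was called, at 1.09 and 0.86. With 1 array left out in turn, both miRNAs stayed higher in MG cells. The lowest fold change of miR-27b was 1.4995 without non-MG replicate 1, which is below the 1.5-fold criterion and no longer called (adjusted p = 0.0501, limma), so whether miR-27b passes rests on that array, while its direction does not. Position on the slide stays open, since 0 slide rows held both groups, and slide row and group cannot be told apart. The biological difference between MG and non-MG cells stays open as well.

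Other splits of the arrays cannot decide whether chance gave the 4 miRNAs past 1.5-fold. Of the 3 splits of the 4 arrays into 2 against 2, 1 gave as many, the real one, and the others gave 0, but 3 splits cannot give a share under 0.05. All 4 were called by limma, with adjusted p-values that rest on its pooled spread. In the simulated sets, whose noise was independent between miRNAs, a mean of 0.48 unchanged miRNAs passed 1.5-fold. MG and non-MG arrays did not overlap in 35 of 57 miRNAs (61.4%), with 12 higher and 23 lower in MG cells. Each miRNA is separated in 1 of the 3 splits, so 33.3% is the mean share over the splits. The real split is again 1 of 3, and miRNAs on the same arrays are not independent. This share therefore cannot decide about chance either.

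A hypothesis was that E2F1, which the paper reports as high in MG cells, raises the miR-17-92 and miR-106b-25 clusters. The 7 members past the filter had a mean log2 change of -0.35, with 0 of 7 higher in MG cells (adjusted p = 0.167 over 3 lists by limma's fry, adjusted p = 0.0620 by camera). The direction is opposite to the hypothesis, and limma called miR-17 (adjusted p = 0.0313), miR-92a (adjusted p = 0.0125) and miR-93 (adjusted p = 0.0176) lower. Of 20 alternatives, 8 lost the call of miR-92a and 9 that of miR-93. Both stayed lower in MG cells in each, with highest fold changes of 0.828 and 0.870. The set test did not pass the threshold, except under quantile normalization (adjusted p = 0.0329), and slide row is confounded with group, so the hypothesis is not excluded. A second hypothesis was that ZEB1 represses the miR-200 family. Its 3 members past the filter had a mean log2 change of -0.16, with 0 of 3 higher (adjusted p = 0.245 by limma's fry, adjusted p = 0.699 by camera). Among these 3, most of it comes from miR-141 (fold change 0.761, adjusted p = 0.0411, limma), which was lower in MG cells, while miR-200b (0.979) and miR-200c (0.962) overlapped between the groups. Below the signal minimum, miR-200a had unscaled signals of 26.1 and 18.1 on the MG arrays, against 31.1 and 30.1 on the non-MG arrays. Those of miR-429 overlapped, at 26.7 and 18.3 against 28.7 and 25.1. Without a minimum signal the list had an adjusted p = 0.273 by limma's fry. The set test leaves the hypothesis open. The miR-23a/27a list had a mean log2 change of 0.03 (adjusted p = 0.889 by limma's fry).

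The largest changes with both groups apart, beyond those above, were miR-1274a (fold change 1.36), and in the other direction miR-886-3p (0.690), miR-92a (0.713), miR-93 (0.724) and miR-1290 (0.747). Under normexp, whose offset makes changes smaller, these fold changes were 1.20, 0.909, 0.828, 0.870 and 0.988, in the same order. Limma called miR-1274a and miR-1290 (adjusted p = 0.0272 and 0.0313), but each call was lost in 12 of 20 alternatives.

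The totals per miRNA in the scanner files lay above the sum of the miRNA's probes in 126 values over the 4 arrays. In 98.4% of them the excess equalled the total given for another miRNA on the same array within 0.05%, against 2.68% when the excess was multiplied by a random factor. A candidate explanation is that the total of another miRNA was added in the file. This leaves out the 2 largest excesses, both of viral miRNAs on MG replicate 1, with totals of 13147 and 6905 where the probes summed to 4.31 and 2.08. They equalled no other total, and their source stays open. The authors' table of values does not hold these excesses.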
